A study of Homo sapiens with 20 samples. Its data were reported in "Redistribution of PU.1 partner transcription factor RUNX1 binding secures cell survival during leukemogenesis" (2024).

How the data were processed

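Chromatin immunoprecipitation with sequencing (ChIP-seq) was performed against the transcription factor RUNX1 in THP-1, an established human acute monocytic leukemia cell line, carrying either a doxycycline-inducible shRNA against the transcription factor PU.1 (knockdown) or a scramble shRNA (control). The study made 2 experimental rounds, which the labels call batches. Of the 20 samples, 12 were RUNX1 immunoprecipitations and 8 were made with an unspecific IgG antibody. The count table covers the 12 RUNX1 libraries, and the IgG libraries were not analysed here. Batch 1 held 3 control and 2 knockdown libraries and batch 2 held 3 control and 4 knockdown libraries, as the labels assign them.

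Per the study's methods, the authors aligned the reads with bowtie2, removed duplicates and non-primary chromosomes, called peaks per condition and batch with macs2, kept peaks that were reproducible between batches by the irreproducible discovery rate, merged the peaks of the 2 conditions and counted reads over the merged peaks with featureCounts. The deposited values are raw counts of reads per peak and library, with no normalization. The deposited table also gives the width of each peak in bp, described as other information and not tested. The peaks were called on the same libraries that are compared, so the peak set is not independent of the comparison. Totals of all mapped reads were not used here, and the totals below are reads within peaks. No duplicate libraries were found: counts of libraries of 1 group differed by a chi-square per degree of freedom between 1.29 and 2.24 over peaks with at least 20 reads in the pair, above the value of 1 that sampling noise gives.

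The methods name a mouse genome build for these human cells, so the build was settled from the coordinates. The peaks fall on chromosomes 1 to 22, X and Y, and 24.4% of them lay within 1 kb of an end of a protein-coding gene of the RefSeq table of assembly GRCh38.p14, against 5.48% to 7.58% when all peaks were moved by 10 kb to 1 Mb in either direction. The coordinates were therefore taken as GRCh38. The gene table gives no strand and no exons. Distances to the nearest of both ends of a protein-coding gene stand in for distances to transcription start sites, which had been planned, and no exon or intron is named. No genome sequence was used here, so the planned motif shares were not computed.

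Differential binding was tested with DESeq2 1.42.0 in R 4.3.3 on the deposited counts, with median-of-ratios size factors and batch as a covariate, because the groups are not balanced over the batches. As in the study's methods, a peak was called gained or lost at a Benjamini-Hochberg adjusted p under 0.05 and a fitted fold change over 1.1. The same test was run within each batch, and a model with the product of genotype and batch tested whether the effect differed between batches. Normalised counts are counts divided by the size factors. Principal components were computed on the 500 most variable peaks after DESeq2's variance stabilising transformation. Values with 1 number per library were compared by two-sided exact permutation tests that exchanged libraries within batch (350 arrangements, smallest possible p 0.002857).

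The 4 gene signatures of the study, taken from single-cell expression in mice, held 1918 mouse symbols, of which 1655 (86.3%) matched a human protein-coding symbol (82.4% to 88.0% per signature). Peaks within 50 kb of an end of such a gene formed a set. Peaks were ranked by the DESeq2 Wald statistic and the sets tested with fgsea 1.28.0, adjusted over the 4 sets. The study restricted its sets by PU.1 binding in parental cells, which was not used here. The list of 12 genes examined by name held genes the study or the myeloid lineage pointed to, and for each the peak nearest an end of the gene was read out. After the values were seen, the calls within 50 kb were also counted, and the other call with the smallest adjusted p was run under the alternatives of the nearest peaks. The other named peaks were, among calls with a mean normalised count of at least 50 and with every knockdown library beyond every control library of its batch, the 5 with the largest gain and the 5 with the largest loss. These rules, the tests and most alternatives were fixed before the data were examined.

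The alternatives were edgeR 4.0.16 (quasi-likelihood test), other size factors, models without batch or with the replicate number as a block, other thresholds and count filters, autosomes only, leaving out each library, and for the sets another window, another background, and camera and fry of limma 3.58.1. The tools were tested on simulated counts for 26642 peaks with 200 peaks changed by a log2 fold change of 1: DESeq2 recovered 138 (69%) with 6 false calls and edgeR 149 (74.5%) with 13 false calls. In the simulated data, fgsea scored a set of 500 shifted peaks at a p of 4.4e-30 and an unshifted set of 500 peaks at 0.388. The shift was added directly to the test statistics, and only 200 simulated peaks changed. This p therefore does not give the power of the set test in the real data, where many more peaks changed.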

Results

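To determine how lowering PU.1 changes where RUNX1 binds in human myeloid leukemia cells, RUNX1 ChIP-seq was compared between THP-1 cells with an induced PU.1 shRNA (knockdown, n = 6 libraries) and THP-1 cells with a scramble shRNA (control, n = 6 libraries). The merged peak set held 26642 regions with a median width of 889 bp (307 to 7850 bp) that covered 27.4 Mb. The level of the targeted PU.1 transcript is not measured by this assay, so the knockdown itself could not be checked in these libraries.

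Between 630247 and 1199004 reads fell into peaks per control library (mean 944485 ± 188309, SD, n = 6) and between 938745 and 1719840 per knockdown library (mean 1390758 ± 324771, SD, n = 6). Within batch, knockdown libraries held 1.48 times as many in-peak reads (exact permutation test, p = 0.0171). With libraries exchanged across both batches, the ratio was 1.46 (exact permutation test, p = 0.0238). The median peak received 18 to 34 reads in control libraries and 26 to 48 in knockdown libraries, so single peaks carried substantial counting error, and the median standard error of a log2 fold change was 0.21.

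Principal component analysis separated the libraries by genotype. The first component held 88.1% of the variance of the 500 most variable peaks, with control libraries between -6.77 and -6.20 and knockdown libraries between 5.93 and 7.05 (exact permutation test within batch, p = 0.002857, the smallest possible). Over all peaks, the first component held 55.4% of the variance, the largest departure among the alternatives tried for this share. The second component held 4.68% and did not separate the genotypes (exact permutation test, p = 0.717). Correlations of transformed counts between libraries, computed across peaks, ranged from 0.869 to 0.951 within a genotype and from 0.700 to 0.793 between genotypes, and peaks are not independent replicates.

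**Figure D1:**
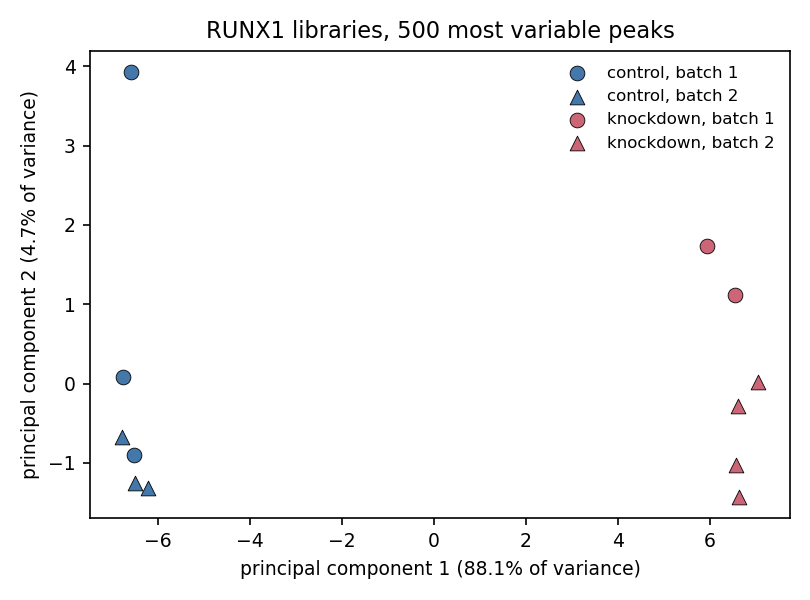
Scores of the 12 RUNX1 libraries on the first 2 principal components of the 500 most variable peaks (axes in score units, with the share of variance in percent; color, genotype; symbol shape, batch). The knockdown libraries lie between 5.93 and 7.05 on the first component and the control libraries between -6.77 and -6.20, in both batches.

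Relative to the bulk of the peaks, PU.1 knockdown was accompanied by both gained and lost RUNX1 binding. Of the 26642 peaks, 11185 differed between knockdown and control (DESeq2, adjusted p under 0.05, fold change over 1.1), of which 5666 were gained and 5519 were lost. The size factors, like the others tried, centre the fold changes near 0, so the near-even split follows largely from the scaling, and a global gain or loss of binding would not be seen. The fold change filter removed no call, since the smallest log2 change among them was 0.18. Among the calls, 4545 changed more than 2-fold (2360 gained, 2185 lost). The median log2 fold change was 0.91 over gained peaks, -0.85 over lost peaks and -0.025 over all peaks. A filter for at least 10 counts in every library left 18255 peaks and lowered the number of calls to 5877, next to the stricter fold change filter the largest departure among the alternatives. Using edgeR, 12536 peaks were called, and these included all 11185 DESeq2 calls with the same direction. In 28.3% of peaks, the knockdown libraries did not overlap the control libraries in either batch (3829 above, 3704 below), where exchanging libraries at random gives 0.571%.

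**Figure D2:**
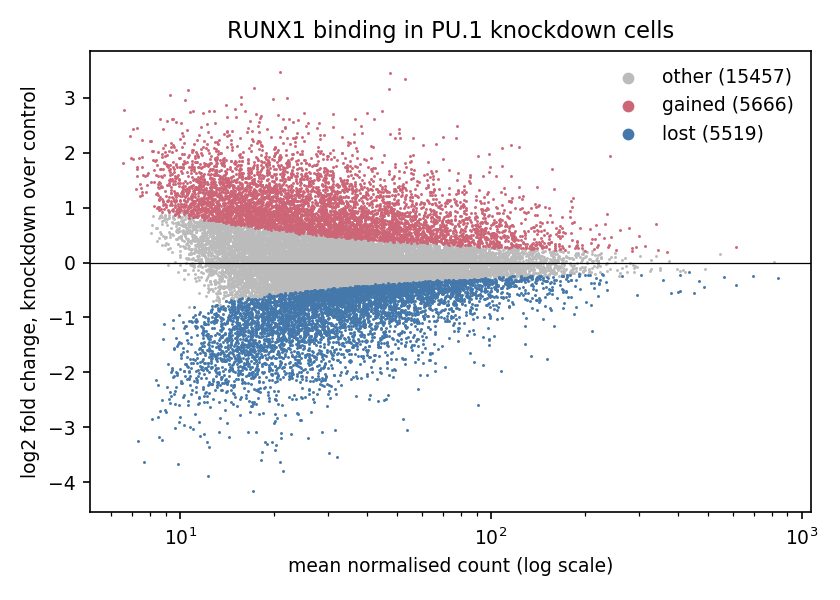
Log2 fold change of knockdown over control against the mean normalised count of each of the 26642 peaks (horizontal axis logarithmic); red, 5666 gained peaks; blue, 5519 lost peaks; grey, 15457 peaks not called. The median log2 fold change is 0.91 over gained and -0.85 over lost peaks.

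The effect was then examined in each batch alone, as the libraries of different batches are independent. The peaks themselves, however, were kept for being reproducible between these batches, which can raise the agreement given below. In batch 1 (3 control and 2 knockdown libraries), 3194 peaks were called (1433 gained, 1761 lost), and in batch 2 (3 control and 4 knockdown libraries) 6886 peaks (3407 gained, 3479 lost). These counts depended on single libraries: without control replicate 3, batch 1 gave 1114 calls, and without control replicate 5, batch 2 gave 4353. Of the batch 1 calls, 99.8% had the same direction in batch 2, and all 2776 peaks called in both batches changed in the same direction. Across peaks, the log2 fold changes of the batches correlated with Pearson's r of 0.859 and Spearman's rho of 0.818. No peak reached the threshold for a difference of the knockdown effect between batches (DESeq2 interaction, 0 peaks at an adjusted p under 0.05). In the same test, 669 peaks (2.51%) had an unadjusted p under 0.05, a smaller share than chance alone gives, so it was conservative. With 2 to 4 libraries per group and batch, it does not show that the effects were equal.

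**Figure D3:**
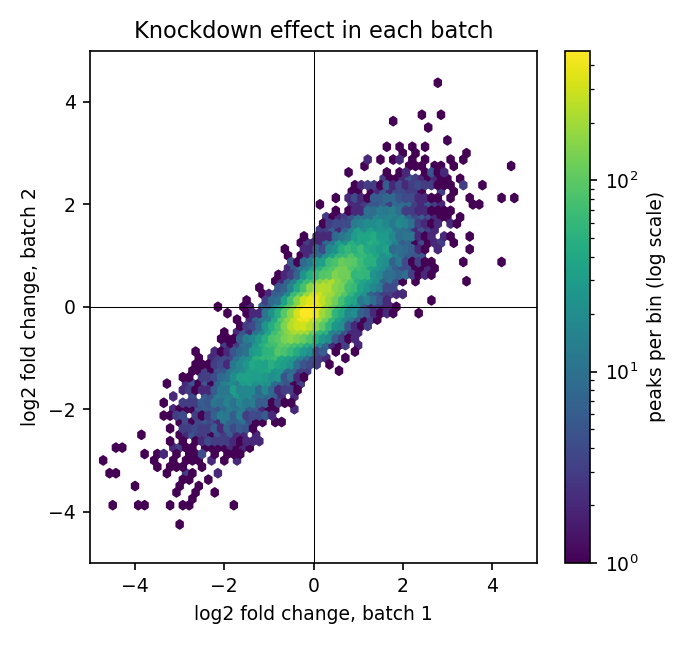
Log2 fold change of knockdown over control for each peak in batch 1 (horizontal axis) and batch 2 (vertical axis), drawn as a density on a logarithmic color scale. The peaks lie along the diagonal, with Pearson's r of 0.859 across peaks.

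Gained and lost peaks differed in strength and position. Gained peaks rose from a median normalised count of 17.6 in control to 35.6 in knockdown cells, and lost peaks fell from 41.1 to 21.6. The direction of a call itself sets these levels apart. The mean normalised count over both groups differed less, with medians of 26.7 in gained, 31.35 in lost and 32.6 in uncalled peaks. Gained peaks had a median width of 771 bp, lost peaks of 906 bp and peaks without a call of 938 bp. Within 1 kb of an end of a protein-coding gene lay 7.09% of gained peaks (402 of 5666, 95% Wilson interval 6.46 to 7.79), 22.3% of lost peaks (1233 of 5519, 21.3 to 23.5) and 31.4% of the other peaks (30.7 to 32.2). The odds ratio of gained to lost was 0.265 (Fisher's exact test across peaks, two-sided, p = 1.8e-119). Among calls over 2-fold, the shares were 5.04% of gained and 5.22% of lost peaks, with an odds ratio of 0.965 (Fisher's exact test, p = 0.788), but this split is made by the size of the change itself and does not explain the difference. Neighbouring peaks are not independent, so these tests describe the present libraries.

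**Figure D4:**
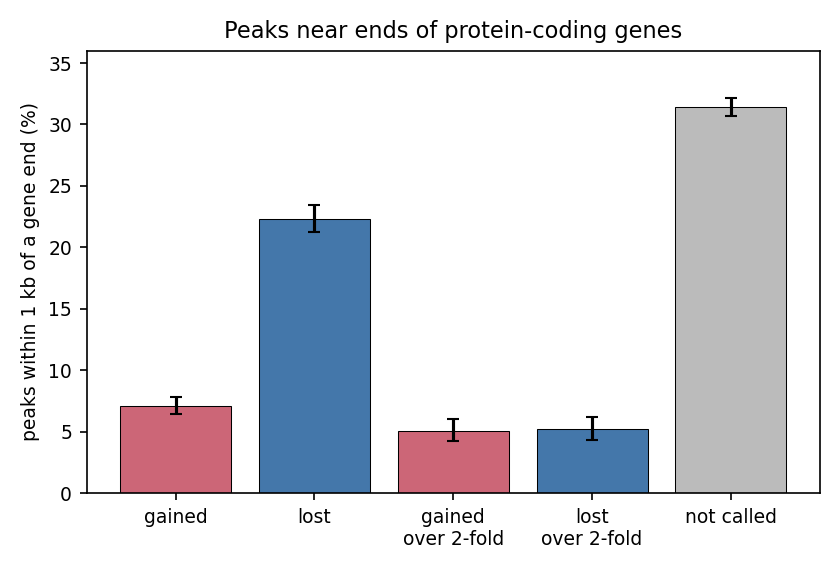
Share of peaks within 1 kb of an end of a protein-coding gene (vertical axis, percent) for gained, lost and uncalled peaks and for calls over 2-fold, with bars as shares and error bars as 95% Wilson intervals. Gained and lost peaks differ at 7.09% and 22.3%, and calls over 2-fold, a split made by the size of the change itself, lie at 5.04% and 5.22%.

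To address whether RUNX1 binding shifted near the genes of the 4 expression signatures (signatures 1 and 2 lower and signatures 3 and 4 higher upon PU.1 decrease in mouse progenitors), the sets of peaks within 50 kb of these genes were tested. None of the 4 sets was enriched among gained or lost peaks. The normalized enrichment scores were -0.95 for signature 1 (784 peaks), -0.99 for signature 2 (1647 peaks), 0.95 for signature 3 (914 peaks) and 0.83 for signature 4 (1923 peaks), with fgsea adjusted p of 0.978 for the first 3 sets and 1.00 for signature 4. Near signature 3 genes, 195 peaks were gained and 175 lost, whereas near signature 2 genes 291 were gained and 330 lost. With a 10 kb window, the scores of signatures 3 and 4 turned negative (-0.99 and -0.92) and signature 1 had an fgsea adjusted p of 0.0782. No set passed the threshold under camera, with a preset or an estimated correlation, or under fry, whose lowest adjusted p was 0.0702 for signatures 1 and 2.

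The largest gains and losses were named by a fixed rule that asks for a mean normalised count of at least 50. It also asks that every knockdown library lies beyond every control library of its batch. The rule was met by 895 gained and 814 lost peaks. All coordinates are GRCh38. The largest gain under this rule, on chromosome 12 from 121758130 to 121759221 within TMEM120B, rose from 8.78 ± 4.04 normalised counts in control to 97 ± 30.1 in knockdown libraries (SD, n = 6 each; log2 fold change 3.35 ± 0.26 SE, DESeq2 adjusted p 7.2e-34). Within DESI1 on chromosome 22 (41603724 to 41604735), the count rose from 23.3 ± 2.13 to 131.8 ± 17.1 (log2 fold change 2.48). The other gained peaks lay on chromosome 3 (18026851 to 18027739, between genes, with TBC1D5 the nearest), chromosome 2 (70596499 to 70597362, nearest TGFA) and chromosome 18 (48749856 to 48751027, within CTIF), with log2 fold changes from 2.29 to 2.44. Among the named lost peaks, 2 neighbouring regions of chromosome 1 within CD48 changed most in counts. The region from 160703853 to 160704686 fell from 94.9 ± 17.9 to 12.3 ± 2.64 (log2 fold change -3.04 ± 0.20 SE, DESeq2 adjusted p 9.9e-47), and the region from 160705013 to 160705868 fell from 155.9 ± 15.5 to 25.9 ± 3.81 (log2 fold change -2.60). The remaining lost peaks lay within FAM81A (chromosome 15, 59399196 to 59400110, log2 fold change -2.84), AKAP13 (chromosome 15, 85475027 to 85475853, -2.31) and MLIP (chromosome 6, 54216848 to 54217604, -2.05). The windows of 10 Mb around the pair on chromosome 15 had median log2 fold changes of -0.21 and -0.22 themselves. All 10 peaks kept their direction and call under edgeR, without the batch covariate, with total counts as size factors and without each library. The rule picks large changes without overlap, so this stability follows largely from the choice.

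**Figure D5:**
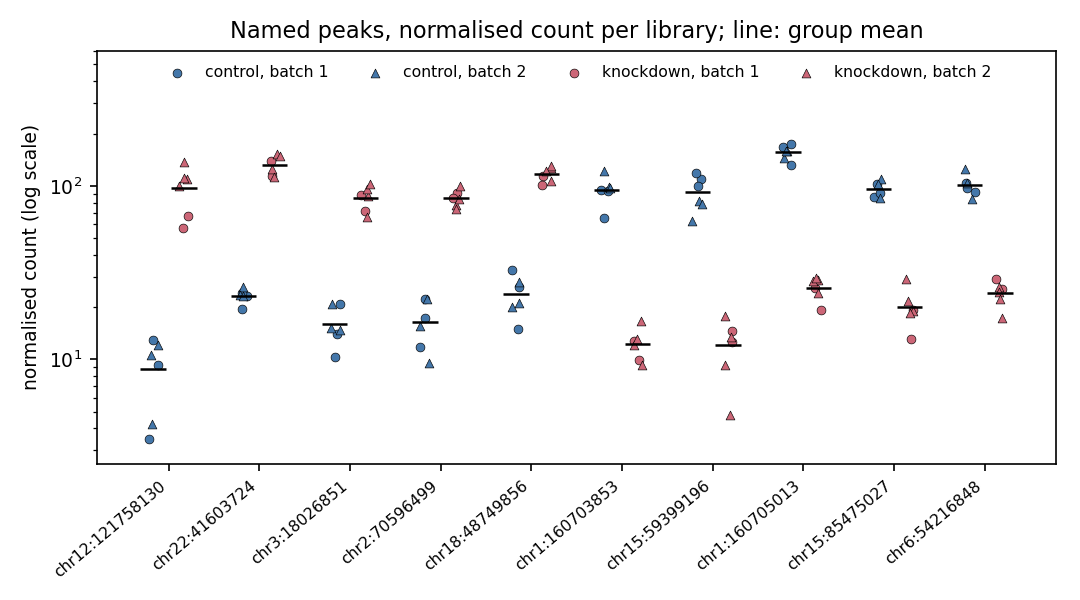
Normalised count per library (vertical axis, logarithmic) of the 5 gained and 5 lost peaks named by the rule, each labelled by chromosome and start; color, genotype; symbol shape, batch; line, mean of the 6 libraries of a group. In each peak, all knockdown libraries lie on 1 side of the control libraries of their batch, as the rule requires.

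Of the 12 genes examined by name, the nearest peak was called for 4, of which 3 were called when adjusted over the list alone. At CSF1R (chromosome 5, 150081579 to 150082292, within the gene), the count fell from 38.1 ± 5.46 to 16.02 ± 3.90 (SD, n = 6 each; log2 fold change -1.21, DESeq2 adjusted p 5.1e-07, and 2.8e-07 adjusted over the list alone). At CSF2RA (chromosome X, 1319990 to 1320831), in the part that X shares with Y, it fell from 30.3 ± 4.25 to 9.98 ± 2.37 (log2 fold change -1.54, DESeq2 adjusted p 4.2e-08). A weak peak within PLEKHA5 (chromosome 12, 19150520 to 19151006) rose from 3.95 ± 3.06 to 14.2 ± 4.15 (log2 fold change 1.76, DESeq2 adjusted p 0.000306). The peak nearest FBXL8, which lies within NOL3 (chromosome 16, 67173951 to 67174973), rose from 24.6 ± 4.11 to 34.9 ± 4.36 with a DESeq2 adjusted p of 0.0440, and 0.0540 adjusted over the list alone. This call was lost without any 1 of 9 of the 12 libraries and is uncertain. The nearest peaks of C15orf39, RAB37, VMP1, ACSS2, SPI1, RUNX1, FLT3 and BCL2 were not called. For C15orf39, the control mean of 101.9 ± 55.4 rested on control replicate 1 with 211.8, and the peak was called by edgeR and without control replicate 2 (adjusted p 0.0050 and 2.0e-04), with adjusted p from 0.0508 to 0.178 under its other alternatives. The peak at ACSS2 was called by edgeR, without the batch covariate and without knockdown replicate 5 (adjusted p from 0.0398 to 0.0470), with adjusted p from 0.0545 to 0.222 under its other alternatives. After each log2 fold change was centred on its 10 Mb window, the adjusted p was 0.663 for ACSS2 and 0.0665 for FBXL8, so the FBXL8 call was lost there too.

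A nearest peak without a call does not stand for its surroundings. Within 50 kb, 2 peaks were gained and 1 lost at VMP1, 2 gained and 1 lost at RUNX1, 2 gained and 2 lost at RAB37, 2 lost at FLT3, 3 lost at BCL2, 1 lost at C15orf39 and none called at ACSS2. Of the other calls, chosen after the values were seen, a peak within VMP1 (chromosome 17, 59811972 to 59812752) had a log2 fold change of -1.88 (DESeq2 adjusted p 1.3e-13) and a peak within RUNX1 (chromosome 21, 35045363 to 35047383) of 0.78 (DESeq2 adjusted p 8.5e-08). Around CSF1R, a second peak (chromosome 5, 150159433 to 150160338) was gained, opposite to the nearest peak. Its log2 fold change was 1.93 (DESeq2 adjusted p 9.0e-10). This second peak lay 46068 bp from an end of CSF1R and 3588 bp from an end of PDGFRB, its nearest gene. Around FBXL8, a peak within PHAF1 (chromosome 16, 67109765 to 67111221) was lost, with a log2 fold change of -0.52 (DESeq2 adjusted p 0.0016), also opposite to the nearest peak. Around CSF2RA, 2 peaks were lost and none gained, the nearest included.

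Around SPI1, the gene that encodes PU.1, 4 of the 9 peaks within 50 kb were lost and none was gained. The strongest of these, chosen after the values were seen, lay on chromosome 11 from 47390876 to 47391526, 12329 bp from an end of SPI1, and fell from 48.0 ± 4.27 to 13.2 ± 2.74 normalised counts (SD, n = 6 each; log2 fold change -1.87 ± 0.22 SE, DESeq2 adjusted p 5.2e-16). This stretch of chromosome 11 had a median log2 fold change of -0.33 over 745 peaks. Its lost calls fell from 271 to 128 after each log2 fold change was centred on its 10 Mb window.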

Values the study reported

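The study reported that 66 (41%) of 160 human genes, the homologs of 178 mouse genes, had RUNX1 bound within 1 kb of the transcription start site in cells of patients with acute myeloid leukemia. This count came from published data of another source and covers other cells than the comparison above.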

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

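All tests in this part were chosen after the flagged values were seen. In 26 measures with a value per library, 52 groups of 6 libraries were searched for a library far from the other 5 (Dixon's criterion for the gap over the range). Chance flags about 1 group in 20, or 2.6 of the 52. In all, 5 were flagged, and 4 of these were control replicate 1.

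Control replicate 1 scored 3.93 on the second principal component, where the other control libraries lay between -1.32 and 0.083. Its signal at peaks within 1 kb of a gene end, relative to the other peaks, was 0.40 on the log2 scale, against 0.005 to 0.11 in the other control libraries. The peak nearest C15orf39 held 211.8 normalised counts (67 to 103.7 in the others) and the peak nearest FLT3 80.6 (15.2 to 31.6). These 4 flags share 1 library and are not independent. Read depth is argued against: after every library was thinned to the smallest total, the signal near gene ends remained at 0.397, while the other control libraries lay between 0.00044 and 0.098. A swapped label is argued against by its score of -6.58 on the first component, next to the other control libraries (-6.77 to -6.20) and far from the knockdown libraries (5.93 to 7.05). A few dominant peaks are argued against, since the 100 strongest peaks held 3.03% of its reads (2.85% to 3.02% in the other control libraries). What stays open is a background of open chromatin in this immunoprecipitation: 75.03% of peaks near gene ends lay above the mean of the other control libraries, against 42.2% of the remaining peaks, so the excess was broad. It cannot be told apart from a difference in binding in that culture, because the IgG libraries that would show such a background were not analysed here.

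The peak nearest CSF1R held 8.31 normalised counts in knockdown replicate 3, below the 16.5 to 19.1 of the other knockdown libraries. The raw count was 7, where the rate of the other knockdown libraries gives 14.8. Counting noise may account for it, as a Poisson draw at that rate is as low with a one-sided p of 0.121 after multiplication by the 6 libraries. Knockdown replicate 3 had the fewest in-peak reads of its group, and no biological explanation was tested.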

How the results depend on the processing

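The number of differential peaks stayed within 1.5 times the main count of 11185 under edgeR, other size factors, models without batch, a test against a fold change of 1.1, an adjusted p under 0.01, no independent filtering and autosomes only, and the share of gained among called peaks lay between 50.5% and 52.6%. The direction of every call shared with the main fit stayed the same in these fits. Across the 12 fits that each left out one library, the count ran from 9741 to 10764 and the share of gained peaks was 49.6% at its lowest, without control replicate 2. A filter for at least 10 counts in every library gave 5877 calls (3011 gained, 2866 lost); it tested 18255 peaks, which held 6403 of the main calls, 5499 of them called again. A fold change filter of 2 gave 4545 calls (2360 gained, 2185 lost) by its construction.

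The median log2 fold change over all peaks moved from -0.025 to -0.014 with TMM size factors and -0.0057 with total in-peak counts, and that of lost peaks from -0.85 to -0.83 with total in-peak counts; these shifts exceed the small spread of library medians.

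In batch 1, edgeR called 7278 peaks against 3194 by DESeq2 (the cause was not tested), and leaving out a control library gave 1114 to 2124 calls, lowest without control replicate 3. Leaving out a knockdown library of batch 1 leaves 1 library and was not run. In batch 2, leaving out a library gave 4353 to 6004 calls, lowest without control replicate 5. Fewer libraries lower the power of these fits.

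Among calls over 2-fold, a split made by the size of the change itself, the odds ratio of gene-end shares was 0.965. The difference held with a 5 kb window (0.540) and, in settings chosen after seeing the data, with ends of genes of every biotype (0.413) and without control replicate 1 (0.357).

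Enrichment scores of signatures 3 and 4 were of either sign and never past the threshold: with a 10 kb window they were -0.99 and -0.92, and camera ranked both sets downward, with adjusted p of 0.828 (estimated correlation) and 0.920 (preset correlation). The cause was not tested.

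Replicate numbers did not pair the libraries: the deviations of same-numbered libraries correlated between -0.090 and 0.235, and number 3 joins libraries of different batches. With the replicate block in place of batch, 9495 peaks were called (4839 gained, 4656 lost).

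Among the 10 peaks named by rule, the nearest peaks of the 12 genes and, chosen after seeing the data, the strongest other call within 50 kb of each, 497 values under alternatives kept their call and direction, 10 (all at FBXL8) lost the call, 5 (C15orf39 and ACSS2) gained it, and 0 changed direction. Motif shares and sets without a PU.1 motif were not run, since they need the genome sequence. With every library thinned to 630247 reads, 69.5% of the calls remained.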

Other observations

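Tests of the calls, of neighbouring peaks and of the signatures were fixed beforehand, except the splits of batch 2; tests of gene ends and chromosomes were chosen after the patterns were seen.

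The gained and lost peaks do not come from an arbitrary grouping of libraries. Among 100 splits of the 12 libraries into 6 and 6 (the real one and 99 drawn), 1 gave as many called peaks, the real one, and the next largest gave 2698. In batch 2, 1 of the 35 splits of the 7 libraries, the real one, gave as many, and the next gave 837. Several technical explanations are argued against. After thinning all libraries to equal totals, 83.4% of the calls found at the same mean depth without equalising remained with their direction, so the larger in-peak totals of the knockdown libraries do not make the calls. After centring each log2 fold change on the median of its 10 Mb window, 88.6% of the calls remained with their direction. Over the whole genome, differences in copy number on that scale therefore account for a minority. On the first 110 Mb of chromosome 11, however, lost calls fell from 271 to 128. The peaks called in batch 1 kept 83.0% of their median change in batch 2, which argues against noise picked up by the calls. The choice of peaks that were reproducible between batches can raise this share. A redistribution of RUNX1 upon PU.1 loss remains as a hypothesis that these data leave standing. So do other differences between the control and knockdown lines, which these tests cannot separate from lowered PU.1. The study describes the 6 samples per condition as cell line replicates, so the tests measure spread between libraries. Why knockdown libraries held 1.48 times as many in-peak reads cannot be told apart between sequencing depth and yield, because totals of all reads were not used here.

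Neighbouring called peaks within 50 kb shared their direction in 61.5% of 3900 pairs, where 10000 shuffles gave 50% on average and 53.2% at most (permutation p = 0.0001, the smallest they can give). Without neighbours closer than 5 kb it was 59.6%, so peaks split from 1 region are not the whole cause, and after window centring 60.1%, so copy number blocks are not either. Regulation over domains larger than a peak was not tested.

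No set of peaks near signature genes passed the threshold, although fry placed signatures 1 and 2 downward at an unadjusted p of 0.035 and 0.029. Enrichment scores as large were found in 58, 60, 56 and 94 of the 100 splits for signatures 1 to 4. Against 10000 peak sets matched on mean count and distance to genes, the two-sided p was 0.305, 0.23, 0.782 and 0.0686. The mean Wald statistics of signatures 1 and 2 (-0.25 and -0.25) lay below their matched means (-0.15 and -0.17). Those of signatures 3 and 4 (-0.081 and -0.072) lay above theirs (-0.11 and -0.18). The test takes all peaks near these genes, so it says nothing about the subset without PU.1 in parental cells.

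Few gained peaks lay near gene ends, and lost peaks were not in excess there: of the 6496 peaks within 1 kb of a gene end, 6.19% were gained and 18.98% lost, against 26.1% and 21.3% elsewhere. A small downward shift of this whole class stays open. These peaks had a median log2 fold change of -0.17, against 0.07 elsewhere, and 72.4% of them were below 0. They changed more than 2-fold in 3.59%, against 21.4% elsewhere, and their 10th and 90th percentiles were -0.56 and 0.27, against -1.01 and 1.06, so they changed less in both directions. The odds ratio was 0.185 among calls under 2-fold and 0.965 among calls over 2-fold, but that split is set by the size of the change itself and cannot tell a shift of the class from changes at particular sites. Each knockdown library had a lower signal near gene ends than every control library of its batch, and 3 of 350 splits within batch gave a difference as large. The ratio stayed below 1 without control replicate 1 (0.357), after thinning (0.347), within 10 classes of mean count (0.281, with single classes from 0.136 to 1.67) and without chromosomes 8, 11 and 15 (0.303), which argues against these as the whole cause. A lower yield that leaves more open chromatin background in control libraries stays open: within group and batch, in-peak reads and the signal near gene ends showed no relation (Pearson's r -0.10, permutation p 0.745; Spearman's rho -0.063, permutation p 0.858; r -0.050 without the 2 libraries farthest out), but in-peak reads mix yield with depth, and the explanations cannot be told apart.

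Whole chromosomes moved together. Of 24 chromosomes, 13 differed from the rest at an adjusted p under 0.05 (exact permutation within batch), most by little and 6 by more than 0.1 on the log2 scale. Chromosome 11 (-0.26), 15 (-0.16) and 8 (-0.13) were lower and chromosomes 10 (0.17), 22 (0.16) and Y (0.40, 46 peaks) higher, alike in both batches. On chromosome 11 the shift ended along the chromosome: the 745 peaks on the first 110 Mb had a median log2 fold change of -0.33, with 36.4% lost and 13.6% gained, and the peaks beyond -0.04, with 21.6% each. After centring on 10 Mb windows, the first 110 Mb held 128 lost calls, against 271 before. A difference in copy number between the control and knockdown lines is a candidate explanation. A single step, placed at 112.3 Mb, was seldom matched in 10000 shuffles of blocks of 20 peaks (permutation p 0.0016, adjusted p 0.018 over the chromosomes tested), and the shift of the segment was found in both batches (-0.30 and -0.28) and in weak, middle and strong peaks by mean count (-0.46, -0.29 and -0.26). Steps at a similar level were also found on chromosomes 1, 9 and 14, so a step alone is not specific. A group of strongly lost peaks is argued against, since the 90th percentile was also lower, by -0.18, as were the 10th, 25th, 50th and 75th (-0.38 to -0.31). Distance to genes is argued against, as peaks over 10 kb from a gene end differed by -0.19 (95% bootstrap interval -0.35 to -0.07). Of 350 splits within batch, 1 gave a difference as large for the segment, the real one. Lines kept in separate culture can differ in this way, but neither IgG reads nor genomic DNA were analysed here, and regulation of domains by PU.1 stays open. The lost peaks around SPI1 lie in this segment, and the strongest of them, at a log2 fold change of -1.87, fell by far more than the segment.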
